# Long non-coding RNA expression profiling in the NCI60 cancer cell line panel using high-throughput RT-qPCR

**DOI:** 10.1038/sdata.2016.52

**Published:** 2016-07-05

**Authors:** Pieter Mestdagh, Steve Lefever, Pieter-Jan Volders, Stefaan Derveaux, Jan Hellemans, Jo Vandesompele

**Keywords:** Long non-coding RNAs, Reverse transcription polymerase chain reaction, Cancer genomics, High-throughput screening

## Abstract

Long non-coding RNAs (lncRNAs) form a new class of RNA molecules implicated in various aspects of protein coding gene expression regulation. To study lncRNAs in cancer, we generated expression profiles for 1707 human lncRNAs in the NCI60 cancer cell line panel using a high-throughput nanowell RT-qPCR platform. We describe how qPCR assays were designed and validated and provide processed and normalized expression data for further analysis. Data quality is demonstrated by matching the lncRNA expression profiles with phenotypic and genomic characteristics of the cancer cell lines. This data set can be integrated with publicly available omics and pharmacological data sets to uncover novel associations between lncRNA expression and mRNA expression, miRNA expression, DNA copy number, protein coding gene mutation status or drug response

## Background & Summary

Genome-wide studies have shown that the human genome is pervasively transcribed, resulting in the identification of tens of thousands of long non-coding RNA (lncRNA) genes. Many lncRNAs are associated with disease-linked SNPs or show pronounced tissue-specific expression profiles, hinting at a possible role in human disease and development. The potential importance of lncRNAs (and ncRNAs as a whole) in development is further supported by the intriguing observation that organismal complexity (using the number of distinct cell types as a proxy) is strongly correlated to the proportion of the genome that is non-coding^1^. During the last few years, a growing number of studies provided evidence that lncRNA expression is deregulated in cancer and contributes to many of the established cancer hallmarks (e.g. sustained proliferation, evading apoptosis, invasion and metastasis, angiogenesis, genome instability, …)^2^. Notable examples are *HOTAIR* and *MALAT1* that promote metastasis in breast and lung cancer^3,4^, *PCAT-1* driving proliferation in prostate cancer^5^, SAMMSON sustaining energy metabolism in melanoma^6^ and *aHIF* regulating angiogenesis in various cancer types^7^.

To further study the role of lncRNAs in cancer, we measured the expression of 1707 human lncRNAs in the NCI60 cancer cell line panel using a high-throughput nanowell RT-qPCR platform (SmartChip, Wafergen) with custom qPCR assays (Fig. 1). These assays were designed using an in-house primer design pipeline (primerXL), taking into account a series of *in silico* quality control steps to ensure optimal assay performance in terms of specificity and efficiency. Upon empirical validation of assay performance, lncRNA expression was quantified in all 60 cancer cell lines followed by data processing and normalization.

The NCI60 cancer cell line panel is one of the best characterized cell line panels for which various omics data sets (including mRNA and miRNA expression, DNA copy number and cancer gene mutation) and drug response data are publicly available. Researchers can reuse the lncRNA expression data described here to study associations with any of the above-described omics data and drug response data and generate hypotheses on lncRNA functionality in cancer.

## Methods

### qPCR assay design and validation

Target lncRNA sequences were obtained from ensembl (v61 and v63) and lncRNAdb (v1) (www.lncRNAdb.org). Whereas lncRNAdb only contains lncRNAs with validated functions, ensembl is not enriched for functional lncRNAs. LncRNA selections from ensembl were random. For lncRNAs overlapping (sense or antisense) with protein coding genes, only the non-overlapping lncRNA sequence was considered for assay design. Detailed annotation of selected lncRNA sequences is available in Supplementary Table 1.

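Of the 1707 assays, 1653 were paired with an LNCipedia gene ID in Supplementary Table 1, and 54 were not named in the sheet used here. The named assays covered 1622 gene IDs, of which 31 were measured by more than 1 assay, 62 assays in all. LNCipedia names most lncRNAs after the nearest protein coding gene, as in lnc-HES5-1, and 1227 assays had a name of this form. Such a name gives the position of the lncRNA and not its function. Well known transcripts had names of their own, among them MALAT1, NEAT1 and TUG1, the snoRNA host genes such as GAS5 and SNHG1, and SAMMSON. The assays of ANRIL, PVT1, HOTAIR, PCAT-1 and aHIF were not named there, and their values are not reported here.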

Assays were designed using the primerXL pipeline (www.primerxl.org), applying stringent design criteria to ensure optimal assay performance. Primer annealing sites were evaluated for the presence of SNPs and secondary structures (UNAFold^8^). Assay specificity was evaluated using BiSearch^9^. Assays devoid of SNPs and secondary structures in primer annealing sites with no predicted amplification of non-target sequences were selected for validation.

All assays were validated by means of a titration-response experiment using the MAQC samples as reported previously^10^. In brief, total human reference RNA (MAQC A, Agilent Technologies) and human brain RNA (MAQC B, Ambion) are combined in a 3:1 or 1:3 ratio to create MAQC C and MAQC D respectively. Titration response is calculated for each assay in function of the measured expression difference between MAQC A and MAQC B. In case expression in MAQC A>MAQC B, an assay is considered ‘titrating’ if MAQC A>MAQC C>MAQC D>MAQC B. In case expression in MAQC B>MAQC A, an assay is considered ‘titrating’ if MAQC B>MAQC D>MAQC C>MAQC A.

For a subset of 92 (single exonic) assays we determined amplification efficiency by means of an amplicon dilution series. Amplicons were generated by performing a qPCR reaction with each of the 92 assays on human genomic DNA (Roche). Amplicons were pooled and a 10-fold dilution series ranging from 2.10^7^ to 2.10^1^ molecules was generated using 5 ng l^−1^ carrier RNA. Efficiencies were calculated by combining amplicon concentrations and corresponding assay Cq-values in the following formula: E=(10^−1/S^ −1)×100 with s=slope of the linear regression of log10 (concentrations) and Cq-values.

### RNA isolation and reverse transcription

Cell pellets for each of the NCI60 cancer cell lines were obtained from the National Cancer Institute (Developmental Therapeutics Program). RNA was isolated using the miRNeasy mini kit (Qiagen) according to the manufacturer’s instructions. RNA concentration was measured using the Nanodrop spectrophotometer. RNA from the NCI60 cancer cell line panel and MAQC samples was reverse transcribed using the iScript SsoAdvanced kit (Bio-Rad) with 4 μg of input RNA according to the manufacturer’s instructions.

### qPCR

A total of 1707 lncRNA assays were spotted in triplicate on a SmartChip (Wafergen) to obtain a final concentration of 250 mM primer in a 100 nl reaction volume (Wafergen SmartChip Human lncRNA-1 Panel V1.0, cat n° 430-000103). Per sample, one SmartChip was prepared. A reaction mix containing 4 μg of cDNA (20 μl), 340 μl of 2 X SsoAdvanced Universal SYBR Green Supermix (Bio-Rad), 6.8 μl of BSA (Wafergen), 1.36 μl of yeast cocktail (Wafergen) and 311.8 μl H_2_O was dispensed in each well of the SmartChip to obtain a volume of 100 nl per well. SmartChips were analyzed on a SmartChip Real-Time PCR System using the SmartChip qPCR software (version 2.5.3.69).

### Data processing and normalization

Raw Cq-values (Data Citation 1) were filtered based on a detection threshold of 28 PCR cycles, excluding measurements with Cq>28. This cutoff was derived from the miRNA Quality Control study and represents the Cq-value above which reproducible detection is no longer possible^10^. 

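Abundant lncRNAs gave nearly the same Cq-value in each of their 3 wells, and rare lncRNAs did not. Over all 60 chips, triplicates with a mean Cq between 20 and 22 cycles had a median SD of 0.185 cycles. The SD of this median between the 60 cell lines was 0.0509. The median SD was 0.268 cycles at a mean Cq of 22 to 24, 0.423 at 24 to 26, 0.656 at 26 to 27 and 0.832 at 27 to 28 cycles (SD between lines 0.137). From 28 to 29 cycles it was 0.721 (SD between lines 0.378), and from 29 to 30 cycles it was 2.41 (SD between 42 lines 0.737). Wells without a Cq-value were also seen at early cycles. Of the triplicates with at least 1 value, 72.6% had all 3 at a mean Cq of 10 to 18 cycles, 83.2% at 18 to 20 and 83.7% at 24 to 26, against 72.2% at 26 to 27, 47.1% at 27 to 28 and 21.2% at 28 to 29 cycles. Of the 26314 wells above 28 cycles, 47.2% belonged to a triplicate in which another well stayed at or below 28 cycles. Wells of a triplicate hold the same cDNA, so these spreads are technical.

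**Figure D1:**
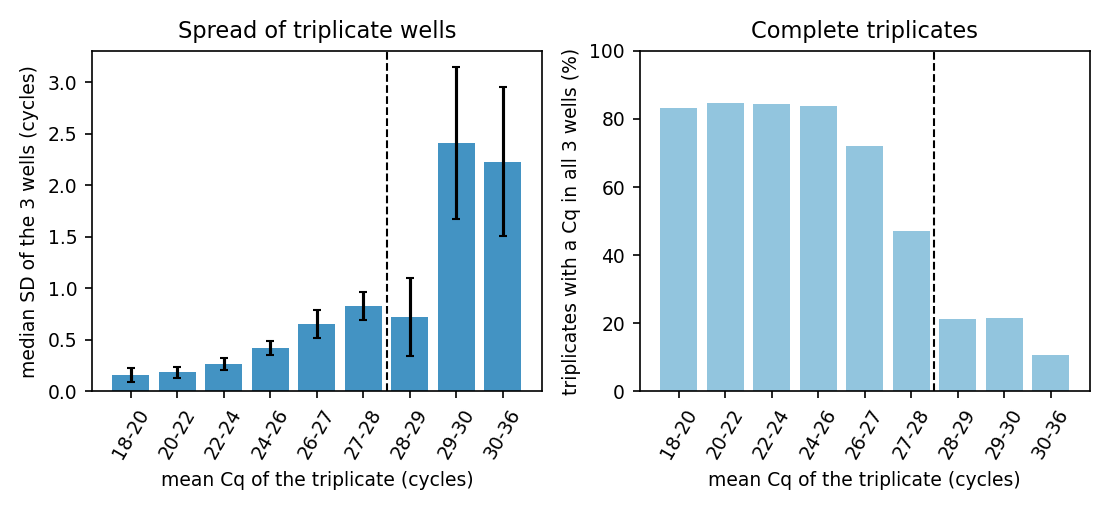
Spread of triplicate wells on the 60 chips, by mean Cq of the triplicate (cycles). Bars on the left are the median SD of the 3 wells (cycles, complete triplicates) and error bars are the SD of that median between cell lines; bars on the right are the percentage of triplicates with a Cq-value in all 3 wells. The dashed line marks 28 cycles. The median SD is 0.832 cycles at 27 to 28 and 2.41 cycles at 29 to 30, and the percentage of complete triplicates falls from 83.7% at 24 to 26 cycles to 21.2% at 28 to 29.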

The median Cq-value of triplicate measurements per gene was subsequently used to calculate a sample-specific normalization factor, applying the global mean normalization strategy^11^. Briefly, each Cq-value was normalized by subtracting the mean Cq-value per sample. Normalized Cq-values were multiplied by -1 such that higher values represent higher expression levels (Data Citation 1 and Supplementary Table 2).

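The mean Cq-value subtracted from each cell line lay between 24.5 and 25.7 cycles, with a median of 25.1, so that normalization moved lines against one another by little more than 1 cycle. Breast cancer lines had the earliest mean at 24.9 ± 0.203 cycles (SD, n = 6), and melanoma and renal lines the latest at 25.3 ± 0.315 (SD, n = 9) and 25.3 ± 0.269 (SD, n = 8). The mean was taken over the lncRNAs detected in a line, and their number differed between cancer types. Leukemia lines had the fewest, 870 ± 54.0 (SD, n = 6), followed by colon with 951 ± 43.2 (SD, n = 7) and melanoma with 962 ± 64.7 (SD, n = 9). Non-small cell lung, ovarian and central nervous system lines had 1041 ± 59.0 (SD, n = 9), 1041 ± 54.0 (SD, n = 7) and 1065 ± 74.9 (SD, n = 6). The 2 prostate lines had 1083 and 1121. The differences were larger than the spread between lines of a type (F = 7.30, permutation test over cancer types, p = 1.0e-05, the smallest that 100000 permutations can give). Sample numbers run in 3 stretches of alphabetically ordered lines, and with lines relabelled only within these, p was 2.0e-05. Values within Supplementary Table 2, of which 1267 of the 1707 lncRNAs and 49 of the 60 samples are held here, matched the raw wells to within 0.001 cycle after a constant per line for 100% of 33281 shared values when the median of the wells was taken before the cutoff, and for 87.5% when the cutoff was applied first. With the median first, 10 further values were present in the wells only, all at a Cq of at most 9.12 cycles, and 12 in the table only. With the cutoff first, the order used for the results here, 2046 further values were present in the wells only. Detection here is therefore broader than in the table.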

## Data Records

Raw and normalized Cq-values resulting from the RT-qPCR measurements of 1707 lncRNAs in the NCI60 cancer cell lines can be found in the Gene Expression Omnibus (Data Citation 1).

## Technical Validation

### Experimental assay validation

Assay efficiency was determined for a random selection of 92 lncRNA assays using a standard dilution series. Optimal efficiency, generally considered between 90% and 110%, was observed for all tested assays (Fig. 2a,b).

### Assay reproducibility and titration response

Platform reproducibility was validated by replicate measurements of MAQCA RNA (r=0.976, Figure 2c). Assay titration response was evaluated by profiling all four MAQC samples. The percentage of titrating assays was calculated in function of the expression difference between MAQCA and MAQCB and, as expected, increased with an increasing difference between MAQCA and MAQCB (Fig. 2d). The observed titration response was in line with previously reported titration response results for high-throughput RT-qPCR platforms^10^.

### NCI60 lncRNA expression data

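RT-qPCR values of 60 cancer cell lines were analysed, 9 melanoma, 6 leukemia, 7 colon, 8 renal, 6 central nervous system, 6 breast, 9 non-small cell lung, 7 ovarian and 2 prostate lines. Each line was measured once, on 1 SmartChip, so the replicates of a cancer type are different cell lines. The p-values rest on the spread between lines, which limma pools over all types. MDA-MB-435 is counted as melanoma and NCI/ADR-RES as ovarian, as in the sample labels. The pairs M14 and MDA-MB-435, OVCAR-8 and NCI/ADR-RES, and SNB-19 and U251 share an origin, and each of these lines is counted as a replicate of its own. Of the 307260 wells, 172233 had a Cq-value, and 145919 of these were at or below 28 cycles. A line had a value in 2266 to 3461 of its 5121 wells, with medians per type between 2400 in leukemia and 3390 in prostate. Between 785 and 1133 lncRNAs were detected per line (median 998), that is, had at least 1 well at or below 28 cycles. The file analysed here holds Cq-values per well with no cutoff or normalization. Here, wells above 28 cycles were left out, the median of the remaining wells was taken, the mean of these medians per line was subtracted, and the sign was turned, so that 1 unit is 1 cycle, or log2. For tests between cancer types, an undetected lncRNA was set to the value that 28 cycles has in that line, between -3.46 and -2.29. Where many lines of a group are undetected, the log2 difference therefore depends on this floor. The number of lines with detection is given for many of the lncRNAs named. Lines at the floor differ only by their normalization. For a lncRNA detected mainly in 1 type, the pooled SE and its p-value therefore understate the spread between the lines that express it. The lncRNAs detected in at least 80% of the lines of at least 1 cancer type were tested with limma, each type against the equally weighted mean of the other 8. One column was rearranged. As deposited, the values of the central nervous system line SF-268 had a mean correlation of -0.0125 with the other 59 lines over all assays, against at least 0.657 for every other line. With the chip layout of Supplementary Table 1 turned by 180 degrees, the mean correlation was 0.751, and all 786 values shared with Supplementary Table 2 matched within 0.001 cycle after a constant. The turned column was used, a choice made after seeing the data, and 21 lncRNAs whose turned positions were not in the table were left missing in this line. The 3 stretches of sample numbers, 1 to 18, 19 to 26 and 27 to 60, were treated as possible batches.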

The NCI60 cancer cell line panel consists of 60 cell lines representing 9 different cancer types. As lncRNAs are known to be differentially expressed between tissue and cancer types^12,13^, lncRNA expression profiles should be able to classify the cell lines in the NCI60 panel. 

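Melanoma and leukemia lines differed from the other cancer types in the largest numbers of lncRNAs. Of 1128 lncRNAs tested, 356 (31.6%) differed between the 9 cancer types at an adjusted p under 0.05 (limma moderated F test), and 339 with the stretch of sample numbers as a covariate. In melanoma, 58 lncRNAs were higher and 69 lower than in the other types. The 3 largest increases were in lnc-HES5-1 with a log2 difference of 4.54 (SE 0.46, limma adjusted p = 2.8e-11), lnc-ZNF689-1 with 4.52 (SE 0.39, adjusted p = 1.3e-13) and LINC00473, a lncRNA induced by cAMP signalling, with 4.44 (SE 0.60, adjusted p = 9.0e-08). Lnc-HES5-1 was detected in 9 of 9 melanoma and 32 of 51 other lines, lnc-ZNF689-1 in 8 of 9 and 4 of 51, and LINC00473 in 8 of 9 and 12 of 51. Each of the 3 was higher in at least 8 of 9 lines. LINC00857 was lowest, at -2.70 (SE 0.40, adjusted p = 6.8e-07 from limma), with detection in 2 of 9 melanoma and 42 of 51 other lines. PAX8-AS1, transcribed opposite PAX8, a transcription factor of kidney and the female reproductive tract, was at -2.68 (SE 0.75, limma adjusted p = 0.012, lower in 8 of 9 lines). It was detected in 3 of 9 melanoma and 46 of 51 other lines. Of 4 melanocyte and neural crest lncRNAs tested, 1 was higher in melanoma and none lower (2 higher when adjusted over the list alone). The 1 was SAMMSON, which the paper already names as melanoma-specific. Of 16 mesenchymal lncRNAs, 2 were higher and 2 lower (also 2 and 2 over the list alone). TBX2-AS1 was at 2.80 and lnc-TIMP3-2 at 2.24, whereas LOXL1-AS1 was at -2.25 and lnc-LOXL1-1 at -2.22. Both of the latter lie at LOXL1, a gene of elastic fibre assembly, and neither passed with undetected values left missing, nor did PAX8-AS1. Of 10 neural lncRNAs, 1 was higher and 1 lower (2 and 1 over the list alone). The call of MEF2C-AS1, higher, was lost in 1 of the other settings, and that of lnc-NRGN-1, lower, in 4. In leukemia, 36 lncRNAs were higher and 137 lower. There were 13 and 42 with a cutoff of 26 cycles, 17 and 30 with undetected values left missing and 16 and 131 with 2 of 3 wells required. Leukemia lines had the fewest lncRNAs detected, 870 on average, and undetected ones were set to the floor. Less RNA on their chips could not be excluded, so the number of lower lncRNAs may partly follow detection. BZRAP1-AS1, whose locus holds MIR142, a microRNA gene of blood cells, was detected in 6 of 6 leukemia and 22 of 54 other lines, with a log2 difference of 4.12 (SE 0.37, limma adjusted p = 8.5e-13). The assay without a name numbered 0647 was at 2.84 (SE 0.34, adjusted p = 7.3e-09 from limma) and lnc-PERP-2 at 2.71 (SE 0.53, adjusted p = 2.6e-04), higher in 5 and 6 of 6 lines. Lnc-PERP-2 was measured by more than 1 assay, and no other assay of it was among the 10 largest increases in leukemia. Lnc-PUM2-1 was lower by the largest difference, -4.29 (SE 0.62, limma adjusted p = 7.2e-07), although it was detected in every line, and it was lower in 6 of 6 lines. LINC00857 was detected in 0 of 6 leukemia and 44 of 54 other lines. Of 16 mesenchymal lncRNAs, 3 were lower and none higher (7 lower when adjusted over the list alone), against 12.1% lower among all lncRNAs tested. The 3 were NR2F1-AS1, detected in 0 of 6 against 45 of 54 lines, NR2F2-AS1, a call lost in 6 of the other settings, and lnc-THBS4-1, lost in 2, with its sign turned in 1 of them. Neither this list nor the next was tested for more lower members than this share. Of 18 epithelial and gut lncRNAs, 3 were lower (3 over the list alone), among them FAM83H-AS1 at -2.49, a call lost in 4 of the other settings, and lnc-KLF4-4 at -1.88, lost in 2. Of 17 blood lineage lncRNAs, none passed the test over all lncRNAs (2 higher and 3 lower over the list alone). Of 12 snoRNA host genes, SNHG8 was higher by 0.89 (SE 0.29, limma adjusted p = 0.031), a call lost in 7 of the other settings. The balance of higher and lower lncRNAs depended on normalization and on the filter, and in melanoma also on SF-268, on the lines compared and on related lines. Relative to the 300 lncRNAs detected in all lines, 90 were higher and 31 lower in melanoma and 51 and 82 in leukemia. Without normalization there were 43 and 127 in melanoma and 26 and 94 in leukemia. In leukemia, 54 were higher and 120 lower with no filter, 5 and 35 with 80% in every type and 19 and 120 over all lines. In melanoma, 113 were higher and 69 lower with no filter, 12 and 47 with 80% required in every cancer type, 24 and 63 with 80% required over all lines, 52 and 34 with the column of SF-268 as deposited, 54 and 48 against all other lines pooled, and 59 and 51 with 1 line per related pair.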

The lncRNA expression profiles in this dataset were filtered to retain only those lncRNAs expressed in at least 80% of the samples per cancer type. 

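Detection in at least 80% of the lines was reached for 1128 lncRNAs in at least 1 cancer type. Lines needed were 8 of 9 in melanoma and non-small cell lung, 7 of 8 in renal, 6 of 7 in colon and ovarian, 5 of 6 in leukemia, central nervous system and breast, and 2 of 2 in prostate. Prostate, with 2 lines, passed 963 lncRNAs, central nervous system 898, ovarian 826, breast 772, renal 768, non-small cell lung 764, colon 741, melanoma 710 and leukemia 652. Of the lncRNAs kept, 62 passed in prostate alone and 35 in central nervous system alone, against 12 in melanoma, 10 in renal and 8 in leukemia. Requiring 80% in every cancer type left 486 lncRNAs, and requiring 80% of all 60 lines left 725.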

Hierarchical clustering of the NCI60 cell lines based on the expression of 1109 lncRNAs showed similar classification accuracy as compared to clustering using expression data from 19,185 mRNAs, obtained from publicly (http://discover.nci.nih.gov/cellminer/) available mRNA expression data (Fig. 3a,b). 

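Most lines of melanoma, renal, colon, central nervous system and leukemia origin stood closest to lines of their own type. By Pearson correlation over 1112 lncRNAs with a value in every line, the nearest line was of the same cancer type for 8 of 9 melanoma, 7 of 8 renal, 6 of 7 colon, 5 of 6 central nervous system, 5 of 6 leukemia and 5 of 7 ovarian lines. This held for 3 of 9 non-small cell lung, 1 of 6 breast and 0 of 2 prostate lines. The 3 line pairs of shared origin are nearest neighbours of each other, and with 1 line of each left out the numbers were 7 of 8 in melanoma, 4 of 5 in central nervous system and 3 of 6 in ovarian lines. In all, 40 of 60 lines (66.7%) had a nearest neighbour of their type, against 10.6% on average with permuted types (permutation test, p = 1.0e-05, the smallest that 100000 permutations can give). The filter used the real types to choose the lncRNAs, and the permutations kept that choice, which can favour the real types. With no filter the share was 53.3% (permutation test, p = 1.0e-05). Melanoma was the most uniform type, with a median correlation of 0.80 over 36 pairs, and renal lines followed with 0.786 over 28 pairs. Leukemia, breast and non-small cell lung pairs had medians of 0.714, 0.720 and 0.721, close to the median of 0.705 over 1582 pairs of different types. Ward clustering into 9 clusters placed 8 melanoma lines in a cluster of their own and all 7 colon lines in a cluster with 1 ovarian line. One cluster held 5 of 6 central nervous system lines with 2 breast, 1 renal and 1 non-small cell lung line. Another held 6 of 7 ovarian lines with 1 breast, 1 renal and 1 non-small cell lung line. The largest, of 16 lines, mixed 6 types, with 6 renal, 4 non-small cell lung, 2 leukemia, 2 prostate, 1 central nervous system and 1 melanoma line. Leukemia was divided over 3 clusters. The adjusted Rand index between clusters and cancer types was 0.389 (permutation test, p = 1.0e-05). It was 0.0971 with average linkage on the correlation distance, 0.204 with undetected values left missing and 0.393 with no filter. Line pairs known to share an origin had 3 of the 4 highest correlations, although the lowest of the 3 came in place 12 with a cutoff of 26 cycles, 15 with 2 of 3 wells required, 5 with undetected values left missing, 9 with 80% required over all lines and 24 with 80% required in every type. M14 and MDA-MB-435 had r = 0.898, first of all pairs, OVCAR-8 and NCI/ADR-RES 0.891, second, and SNB-19 and U251 0.869, in place 4. These correlations are across lncRNAs, which are not independent replicates. From the clustering by lncRNAs and by mRNAs, the paper concludes that both classify the lines with similar accuracy (Fig. 3a,b). The mRNA data were not analysed here.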

To further support the technical quality of the NCI60 lncRNA expression dataset, we evaluated the expression of two well-established dosage-sensitive lncRNAs, ANRIL (copy number deletion^14^) and PVT1 (copy number amplification^15^), in relation to their matching copy number status in the NCI60 cell lines. As expected, ANRIL expression was significantly down regulated in cell lines with ANRIL copy number loss whereas PVT1 was significantly up regulated in cell lines with PVT1 copy number amplification (Mann-Whitney *P*<0.05, Fig. 3c). These results demonstrate that the lncRNA expression profiles that have been generated match the phenotypic and genomic characteristics of the cancer cell lines, underscoring the technical quality of the NCI60 RT-qPCR lncRNA expression dataset. 

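Colon, central nervous system and renal lines followed in the number of lncRNAs that differed. In colon lines, 28 lncRNAs were higher and 36 lower than in the other cancer types. Lnc-ITGB8-4 was at a log2 difference of 4.25 (SE 0.95, limma adjusted p = 0.0029) and FAM83H-AS1 at 3.31 (SE 0.79, adjusted p = 0.0059). Both were higher in 7 of 7 lines and were detected in 29 and 42 of 53 other lines. HNF4A-AS1, opposite the gene of the gut and liver transcription factor HNF4A, was detected in 6 of 7 colon and 2 of 53 other lines, at 2.89 (SE 0.29, limma adjusted p = 3.8e-11). HOTTIP, from the 5' end of the HOXA cluster, was at 2.34 (SE 0.58, adjusted p = 0.0088), with 4 of 7 colon lines above the other types, a call lost with undetected values left missing. Lnc-USP34-1 was lowest, at -4.94 (SE 0.65, adjusted p = 1.2e-07 from limma), detected in 1 of 7 colon and 48 of 53 other lines. Of 18 epithelial and gut lncRNAs, 3 were higher in colon and none lower (5 higher and 2 lower when adjusted over the list alone). Of 16 mesenchymal lncRNAs, 2 were lower, MIR503HG and lnc-MFAP5-1 (2 over the list alone). With the stretch of sample numbers as a covariate, 17 lncRNAs were higher and 24 lower in colon, and neither MIR503HG nor lnc-GPRC5A-2, 1 of the 3 epithelial and gut calls, passed. In all, the call of MIR503HG was lost in 3 of the other settings, that of lnc-GPRC5A-2 in 7 and that of lnc-MFAP5-1 in 1. The balance in colon was 21 higher and 19 lower with a cutoff of 26 cycles and 33 and 33 relative to the lncRNAs detected in all lines. In renal lines, 32 lncRNAs were higher and 10 lower. LINC00958 was detected in 8 of 8 renal and 14 of 52 other lines, at a log2 difference of 5.49 (SE 0.74, limma adjusted p = 6.9e-07). Lnc-C11orf1-1 was at 3.60 (SE 0.87, limma adjusted p = 0.0071) and lnc-RTN4IP1-2 at 3.27 (SE 0.64, limma adjusted p = 5.6e-04). They were higher in 6 and 7 of 8 lines and were detected in 28 and 17 of 52 other lines. Lnc-CLDN16-1, beside the gene of the kidney tight junction protein claudin 16, was at 2.70 (SE 0.59, limma adjusted p = 0.0021, higher in 7 of 8 lines) and was 1 of 3 kidney and Muellerian lncRNAs to pass (2 higher over the list alone). HOXA-AS2 was at 2.89 (SE 0.59, adjusted p = 9.0e-04), and MIR155HG, the host gene of miR-155 and 1 of 17 blood lineage lncRNAs to pass, at 2.64 (SE 0.77, adjusted p = 0.040), a call lost in 3 of the other settings, among them no normalization. Relative to the lncRNAs detected in all lines, 53 were higher and 5 lower, and without normalization 17 were higher and 21 lower. The filter changed the balance too, to 3 higher and 8 lower with 80% required in every cancer type and 8 and 7 with 80% required over all lines. In central nervous system lines, 37 lncRNAs were higher and 9 lower. The assay without a name numbered 1168 was at a log2 difference of 5.55 (SE 0.90, limma adjusted p = 2.8e-05). LINC00461, a lncRNA of the brain, was at 5.30 (SE 0.73, limma adjusted p = 1.5e-06) and lnc-DCTD-4 at 4.10 (SE 0.67, limma adjusted p = 3.0e-05). Each was higher in at least 5 of 6 lines, and they were detected in 13, 34 and 25 of 54 other lines. SOX2-OT, which overlaps the neural stem cell gene SOX2, was at 4.07 in its assay 0273 (SE 0.91, limma adjusted p = 0.0030). It was higher in 5 of 6 lines and was detected in 27 of 54 other lines. Another assay of SOX2-OT was not among the calls. Of 10 neural lncRNAs, these 2 named ones, LINC00461 and SOX2-OT, were higher and none lower (3 higher over the list alone). Of 16 mesenchymal lncRNAs, MIR99AHG at 3.22 and NR2F1-AS1 at 2.67 were higher (2 over the list alone). NR2F1-AS1 did not pass in 5 of the other settings, among them without SF-268 and with 1 line per related pair. FAM83H-AS1 was lowest, at -3.58 (SE 0.84, limma adjusted p = 0.0052), detected in 1 of 6 lines, a call lost with undetected values left missing and against pooled lines. With the column of SF-268 as deposited, 55 lncRNAs were higher and 27 lower, relative to the lncRNAs detected in all lines 25 and 12, and with U251, MDA-MB-435 and NCI/ADR-RES left out, 1 line of each related pair, 19 and 5. With 80% required over all lines, 6 were higher and 8 lower, and with 80% in every type 4 and 3. Few lncRNAs set breast, non-small cell lung or ovarian lines apart. In breast, lnc-PPP2R4-4 (1.57) and lnc-RRP36-1 (1.46) were higher and lnc-HPCAL1-1 (-1.93) lower, each at a limma adjusted p of 0.025, in 4, 6 and 6 of 6 lines. The calls were lost in 3, 7 and 8 of the other settings. With 2 of 3 wells required, lnc-PPP2R4-4 was not tested and the other 2 did not pass, and relative to the lncRNAs detected in all lines 0 were higher and 1 lower. In non-small cell lung, 5 were higher and 0 lower, led by LINC00473 at 2.96 (SE 0.60, adjusted p = 0.0046 from limma). Lnc-AKR1C3-1, beside an aldo-keto reductase gene, followed at 2.32 (SE 0.53, limma adjusted p = 0.013). They were higher in 7 and 6 of 9 lines and were detected in 13 and 20 of 51 other lines. Against pooled lines 2 were higher and LINC00473 did not pass, and lnc-AKR1C3-1 did not pass with undetected values left missing. In ovarian lines none passed (limma), with 69 higher and 44 lower at an unadjusted p under 0.05, and with 1 line per related pair 2 were higher.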

Technical quality could also be validated by direct comparison of the RT-qPCR data with matching microarray data obtained from the Cancer Cell Line Encyclopedia. 

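MALAT1 was the most completely measured of the 3 lncRNAs, with a Cq-value in all 60 lines, between 12.1 and 19.2 cycles. Its normalized value was 10.6 ± 1.08 (SD, n = 60 lines). It was lowest in melanoma, at 9.36 ± 1.64 (SD, n = 9), and highest in ovarian lines, at 11.3 ± 0.698 (SD, n = 7). The cancer types differed (F = 2.99, permutation test, p = 0.011), and melanoma was lower than the other types by a log2 difference of -1.48 (SE 0.35, limma adjusted p = 0.0027, lower in 8 of 9 lines). Part of the low melanoma mean came from SK-MEL-2, at 5.69, the other melanoma lines lying between 8.10 and 11.0. No fit was made without SK-MEL-2. The difference between types was weaker with 1 line per related pair (F = 2.24, permutation test, p = 0.043). With the column of SF-268 as deposited, neither the difference between types nor that of melanoma passed (-1.16, SE 0.76, limma adjusted p = 0.41). TUG1 was detected in 59 of 60 lines, all but the breast line MCF-7, at 4.72 ± 1.51 (SD, n = 60). Its means ran from 3.60 ± 2.65 in leukemia (SD, n = 6) to 5.55 ± 0.454 in ovarian lines (SD, n = 7). The leukemia mean was low through MOLT-4, at -1.72, the other leukemia lines lying between 4.22 and 5.49. Breast lines had a mean of 4.09, and of 5.58 over those with detection. No difference between types passed (F = 1.02, permutation test, p = 0.35). With MCF-7 left missing, p was 0.043 (permutation test). The chip of MCF-7 had the fewest wells with a value of the 60 lines, 2266, and the highest median triplicate SD, 0.77 cycles. Whether the missing TUG1 reflects this chip was not tested. NEAT1 was detected in 46 of 60 lines. Where it had a value, it came early, between 17.1 and 25.0 cycles, but 16 of these lines had a value in 1 well and 7 in 2 wells. The median Cq-value was 18.6 cycles in lines with 1 or 2 wells and 19.1 in the 23 lines with all 3. No difference of NEAT1 between types passed with undetected lines at the floor (F = 0.768, permutation test, p = 0.63) or left missing (p = 0.57 over 46 lines). The microarray values were not analysed here, so the correlation was not computed.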

When comparing expression values for 3 well studied lncRNAs (MALAT1, NEAT1 and TUG1), a significant positive correlation between both datasets was observed (Spearman Rank, *P*<0.01). The quality and applicability of this dataset is further exemplified by a recent study in which the expression of the melanoma-specific lncRNA SAMMSON was validated using the NCI60 lncRNA expression profiles presented here^6^.

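SAMMSON was detected in 8 of 9 melanoma lines and in 4 of the 51 other lines (Fisher's exact test, 2-sided, p = 1.6e-06). Its normalized value was 0.723 ± 1.53 in melanoma (SD, n = 9) and at the floor in every leukemia, colon, renal, breast, non-small cell lung and prostate line. Against the mean of the other types the log2 difference was 3.60 (SE 0.25, limma adjusted p = 3.5e-17), and the 8 melanoma lines with detection lay above that mean. The SD of the other 51 lines was 0.383, most of them being at the floor. The pooled SE therefore understates the spread between melanoma lines. UACC-62 had the highest value, 2.88, at a Cq of 22.4 cycles, followed by SK-MEL-2 with 1.71 and UACC-257 with 1.68. Among melanoma lines with detection, LOXIMVI had the lowest, -0.61, at 25.9 cycles. SK-MEL-5 was the melanoma line without a well at or below 28 cycles and is at its floor. The other 4 lines were read late, the ovarian lines SK-OV-3, IGR-OV1 and OVCAR-3 at 26.7, 27.0 and 27.3 cycles and the central nervous system line SNB-19 at 27.2. With a cutoff of 26 cycles, SAMMSON was detected in 8 melanoma and 0 other lines. In MDA-MB-435, labelled as melanoma, the value was 0.769, next to 0.696 in M14. The size of the difference follows the floor, 1.74 with a cutoff of 26 cycles and 5.35 with a cutoff of 30. The paper names SAMMSON as melanoma-specific and states that these profiles were used in a separate study of it.

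**Figure D2:**
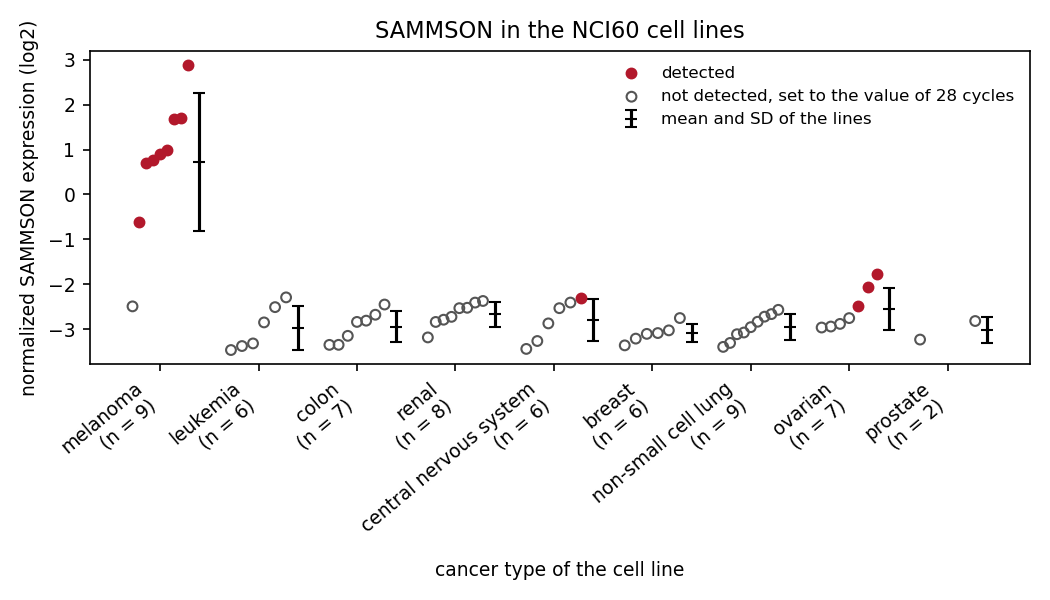
Normalized SAMMSON expression (log2) in 60 cell lines by cancer type. Each point is 1 line, filled where SAMMSON was detected and open where it was set to the value of 28 cycles; bars are the mean and SD of the lines of a type. Of 9 melanoma lines 8 are detected, with a mean of 0.723 over all 9, and 4 of the other 51 lines are detected, all below -1.5.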

## Usage Notes

Researchers interested in integrating the lncRNA expression data with matching omics datasets (copy number, mRNA expression, miRNA expression, protein expression, mutation, methylation), drug activity scores or cell line metadata can use the CellMiner webtool (http://discover.nci.nih.gov/cellminer/) to download the respective datasets. Associations between lncRNAs and the above mentioned data layers can be studies through correlation analysis or alternative methods across the 60 cell lines. These include for example correlation analysis between lncRNA and mRNA expression data across cell lines or correlation analysis between lncRNA expression and IC50 values for various compounds across cell lines. Note that lncRNAs are expressed in a more tissue-restricted manner as compared to protein-coding genes, explaining why some lncRNAs only have expression values in a subset of the samples.

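Detection over the 60 lines ranged from universal to confined to single lines. Of 1707 lncRNAs, 300 were detected in every one of the 60 lines, 673 in 31 to 59 lines, 440 in 7 to 30, 199 in 2 to 6 and 53 in 1 line, while 37 were not detected in any. A further 5 were detected in all lines in which they had a position. By cancer type, 999 lncRNAs were detected in lines of all 9 types and 61 in lines of exactly 1 type, of which 8 were seen in at least 2 lines. Detection in at least 80% of the lines of 1 type and under 10% of all other lines, limits chosen after the values were seen, held for 8 lncRNAs. These were SAMMSON and lnc-ZNF689-1 in melanoma, lnc-CHP2.1-1 and the assay numbered 0647 in leukemia, HNF4A-AS1 in colon, and WDR11-AS1, LINC00612 and lnc-C1QL4-3 in the 2 prostate lines. Lnc-CHP2.1-1 was detected in 5 of 6 leukemia and 5 of 54 other lines. The 3 prostate lncRNAs were read at means of 26.1 (WDR11-AS1), 26.6 (lnc-C1QL4-3) and 27.4 cycles (LINC00612). Prostate lines detected the most lncRNAs on average, 1102, and with 2 lines the limit is detection in both. Chance was not tested for these 3. No renal, central nervous system, breast, non-small cell lung or ovarian lncRNA met both limits. Protein-coding genes were not measured in these files, so no comparison with them was made.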

## Additional Information

**How to cite this article**: Mestdagh, P. *et al.* Long non-coding RNA expression profiling in the NCI60 cancer cell line panel using high-throughput RT-qPCR. *Sci. Data* 3:160052 doi: 10.1038/sdata.2016.52 (2016).

## Supplementary Material

Supplementary Table 1

Supplementary Table 2

## Figures and Tables

**Figure 1:**
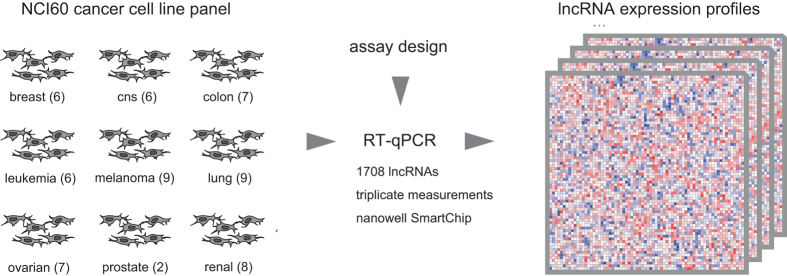
Data generation workflow. RNA isolated from NCI60 cell lines was reverse transcribed and profiled using 1707 lncRNA assays on a SmartChip system.

**Figure 2:**
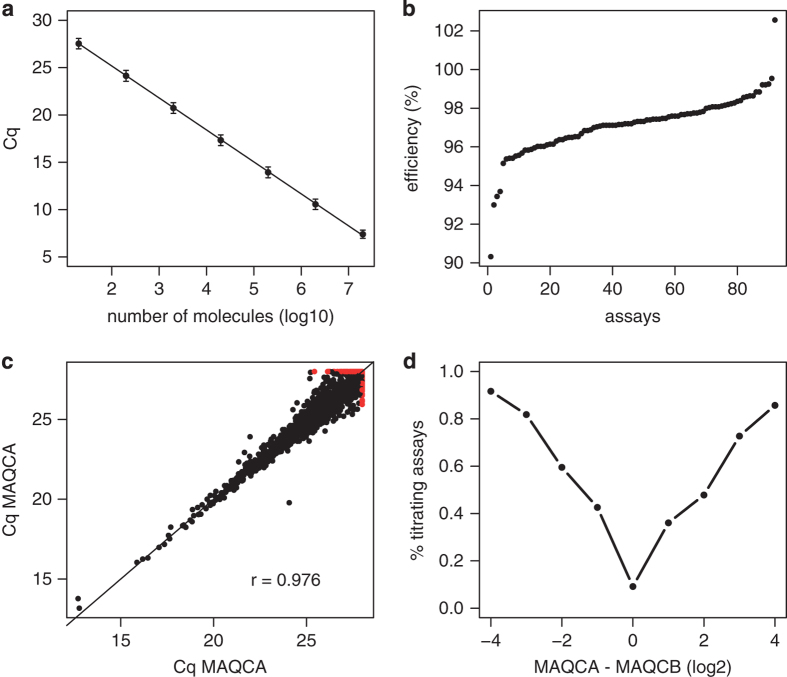
Technical validation of the lncRNA profiling platform. (**a**) Mean Cq-values of 92 lncRNA assays in function of the molecule concentration used in the standard dilution series. Error bars represent the standard deviation of replicate measurements. (**b**) Distribution of efficiencies for all 92 assays. (**c**) Cq-correlation plot for replicate MAQC samples. Assays with Cq-value>28 in one or both replicates were set to 28 and color coded red. (**d**) MAQC titration response curve showing the percentage of titrating assays in relation to the expression difference between MAQCA and MAQCB.

**Figure 3:**
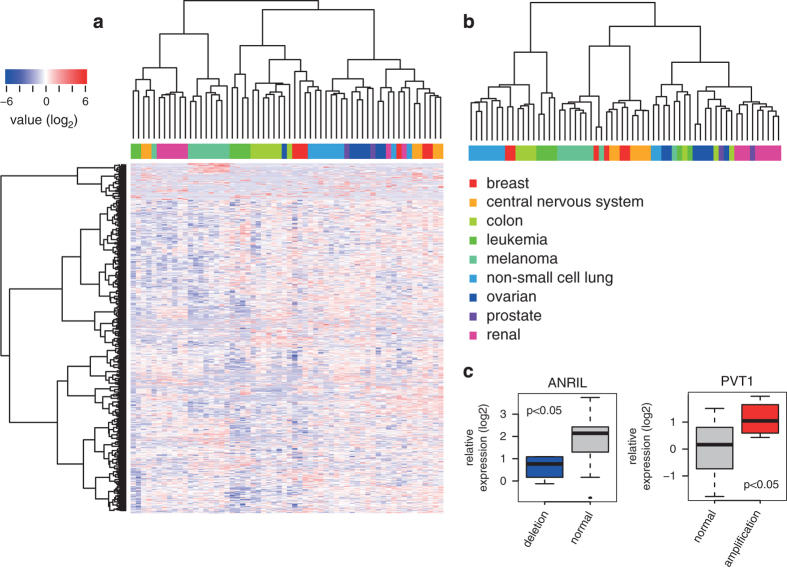
Validation of the NCI60 lncRNA expression data. (**a**) Hierarchical clustering of NCI60 cell lines according to the lncRNA expression data. Cancer types are color-coded. LncRNA expression values are shown as a heatmap. (**b**) Hierarchical clustering of NCI60 cell lines according to public mRNA expression data. (**c**) Expression of ANRIL and PVT1 in cell lines with differential ANRIL and PVT1 copy number.

How the deposited data were processed for this re-analysis (not part of the article)

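The data are raw Cq-values of 1707 lncRNA assays in 60 NCI60 cell lines, 3 wells per assay and 1 chip per line, read with SmartChip qPCR software. The file analysed here holds these deposited values, on an inverted log2 scale in which 1 cycle later is 1 doubling less, per well and with no cutoff or normalization. The normalized values of Supplementary Table 2 were used to check the layout and the order of steps. It is held here in part, with 1267 of 1707 lncRNAs and 49 of 60 samples, and no overlap or set test was run on it. Names come from Supplementary Table 1, which names 1653 assays. No genome build belongs to these values, so no coordinates are given. The RefSeq table of GRCh38.p14 was used only to look up names and neighbouring genes.

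From the wells, values above 28 cycles were left out, the median of the remaining wells was taken per lncRNA and line, the mean over detected lncRNAs was subtracted per line and the sign was turned. These steps and the filter at 80% follow the methods of the paper as written. The values of Supplementary Table 2 match the median taken before the cutoff instead, which leaves fewer values detected. The paper's filter per cancer type was read as at least 1 type. Undetected lncRNAs were set to the value of 28 cycles in the tests. The column of SF-268 was read with the chip layout, 18 plates of 96 positions, turned by 180 degrees, and 21 lncRNAs without a value there were left missing. Correlations and clusters used the 1112 lncRNAs with a value in every line. No column of the file was left unused.

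Lines were grouped by the cancer type in the sample labels. limma 3.58.1 in R 4.3.3 fitted 1 mean per type with a mean-variance trend, gave a moderated F test over types and compared each type with the mean of the other 8, with Benjamini-Hochberg adjustment over the lncRNAs tested, at 0.05. Single measures were compared by permutation tests with 100000 resamples or Fisher's exact test, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. The limma step was tested on simulated values for the melanoma comparison with 1112 lncRNAs. It recovered 49.3% of 67 lncRNAs changed by 1 log2 unit, 76.1% of 67 changed by 2 and 81.8% of 66 changed by 3, and called 3 of 912 unchanged lncRNAs. The simulated values were independent and normal, with the same SD in all lines for a lncRNA and no differences among the other types. In the real values the spread can differ between types, other types differ and some lines are related. The simulated rates therefore need not hold for the real comparisons.

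The lncRNAs named in the text were chosen by a rule. It takes every lncRNA the paper names whose assay is named, for each type with at least 6 lines the 10 largest increases and 5 largest decreases past the threshold, or the first of these where space is short, and up to 4 members of each of 8 lists with the largest differences. The lists hold snoRNA host genes (13 assays, 12 tested), blood lineage (31, 17 tested), melanocyte and neural crest (7, 4 tested), epithelial and gut (26, 18 tested), mesenchymal (25, 16 tested), neural (25, 10 tested), HOX cluster (5, 4 tested) and kidney and Muellerian lncRNAs (4, 3 tested). These lists, the tests and most alternatives were set before the data were examined. The alternatives were cutoffs of 26 and 30 cycles, 2 of 3 wells, the mean of the wells, normalization on the lncRNAs detected in all lines, no normalization, 3 other filters, undetected values left missing, the stretch of sample numbers as a covariate, each type against all other lines pooled, and either prostate line left out. SF-268 as deposited, SF-268 left out, the median before the cutoff, wells below 10 cycles left out and 1 line per related pair, without MDA-MB-435, NCI/ADR-RES and U251, were added after seeing the data.

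The precision is that of the wells at the Cq in question and of the number of lines, 2 to 9 per type. The MAQC samples, the dilution series, the mRNA and microarray data and the copy number comparison were not analysed here.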

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

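Tests of a failed chip and of another line's RNA for SF-268, of sample numbers for leukemia, of complete triplicates over all 3 stretches, and of chance for the prostate lines, were chosen after the values had been seen, and the other tests of explanations were written down first. For well loss and for less RNA, the demand that the result exceed its spread was added after the values had been seen. Both would otherwise have been excluded. A line was looked at again where it stood further from its cancer type than 95% of random normal samples would. For normal values chance gives this in about 1 of 20 groups. Many values of the named lncRNAs lie at the floor, so the counts cannot be measured against that rate. Of 24 groups of quality values 1 met the rule, and of 127 groups of named lncRNAs 17 did.

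The first pattern is that the deposited column of SF-268 does not follow the other lines. Its median triplicate SD of 0.308 cycles was also the lowest of the central nervous system lines, the others lying between 0.397 and 0.449. Too little RNA or a failed chip is argued against by 1122 lncRNAs detected, within the 785 to 1133 of the other lines. For RNA of another line, the highest correlation was 0.821, with HOP-62, below the 0.869 to 0.898 of line pairs of shared origin. The limit set for this test lay above the correlation of every pair of lines, so the test cannot decide. A chip read turned by 180 degrees is the candidate explanation that the values go with. Over the 440 lncRNAs outside the held part of Supplementary Table 2, the turned column had a mean correlation of 0.739 with the other lines. No biological explanation was tested.

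The second pattern is lncRNAs of early Cq without a value in some lines. NEAT1 was undetected, at the floor, in the colon line HCT-116 (-2.84, others at least 4.62) and the central nervous system line SNB-75 (-2.53, others at least 5.92). TUG1 was undetected in MCF-7 (-3.36, other breast lines at least 5.17) and low in MOLT-4 (-1.72) and SK-MEL-2 (1.99). MCF-7 also had the fewest wells with a value of the 60 lines, 2266. Low expression as the general cause is argued against for triplicates with 1 or 2 values. Over 22 other lncRNAs with a median Cq below 20, such triplicates came -0.0893 cycles from complete triplicates of the same lncRNA (median of 243). The quartiles were -0.802 and 0.819 cycles, so low expression stays possible for those that came later. For the 30 of 1320 triplicates with no value low expression stays open. Loss of wells that differs between sample numbers cannot be told apart from chance, since samples 1 to 18 had more complete triplicates by 4.65 percentage points (SE 5.80, permutation p = 0.41). Samples 19 to 26 had the fewest, 66.5% against 82.6% in samples 1 to 18 and 80.6% in samples 27 to 60, and over all 3 stretches the permutation test within cancer types gave F = 2.33 and p = 0.23, so this difference stays open too. No biological explanation was tested.

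The third pattern is that fewer lncRNAs were detected in leukemia lines, 870 on average against 1009 in the other 54 lines. Sample numbers as the whole cause are argued against, since leukemia lines had over 50 fewer in 2 of the 3 stretches, by -144 and -177, and in the stretch with 1 leukemia line by -10.6. Less RNA on the chips could not be excluded, because the raw Cq over the 300 lncRNAs detected in all lines was later in leukemia by 0.0687 cycles with an SE of 0.317. A lower number of expressed lncRNAs in blood cells remains as an open, untested explanation.

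LOXIMVI and SN12C stood apart for 5 named lncRNAs each. Among melanoma lines, LOXIMVI had the lowest lnc-HES5-1 (-2.06, others at least 1.47), LINC00473 (-2.66, others at least 1.78) and lnc-GABARAPL2-1 (-2.66, others at least 2.57). It also had the lowest lnc-SLC39A11-1 in assay 1421 (-2.66, others at least 0.15), and the highest lnc-LOXL1-1 (1.53, others at most -0.97). Among renal lines, SN12C had the lowest HOXA-AS2 (-2.06, others at least 1.13) and the lowest lnc-LARP1B-1 in both of its assays (-1.87 and -1.21), and the highest lnc-PDSS2-2 (-0.81). Its lnc-FAM63B-2 value of 16.8, others at most -0.93, came from a Cq of 8.45 cycles, where the earliest Cq of any other line was 23.2. With wells below 10 cycles left out, lnc-FAM63B-2 no longer passed in renal lines, nor did it without normalization or with the median before the cutoff. K562 had the highest lnc-GPRC5A-2 among leukemia lines (-0.12, others at most -1.83). SNB-19 had the lowest value of the unnamed assay 1168 among central nervous system lines (-1.61, others at least 3.14).

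Chance was tested with 100 divisions of the 60 lines into groups of the real sizes, the real one included. Every division used the lncRNAs kept with the real types, which can favour the real one. With no filter, 351 lncRNAs differed between the real types. For the differences between cancer types, with 356 lncRNAs, 1 division gave as many, the real one, and the highest other gave 3. This argues against chance. For melanoma (127 lncRNAs, highest other 2), leukemia (173, highest other 2) and colon lines (64, highest other 8), only the real division gave as many. The same held for renal (42, highest other 16) and central nervous system lines (46, highest other 5). This argues against chance for these types. However, 1 of 100 is the smallest share that can be reached, and it is not adjusted for the number of types. Lines of shared origin and stretches of sample numbers were not kept together in the divisions. For non-small cell lung, with 5 lncRNAs, 2 divisions gave as many (highest other 5), and for breast, with 3, 4 did (highest other 8). These shares are under 0.05 but are not adjusted for the number of types, and another division gave more lncRNAs than breast. Chance was therefore not excluded for either type. For ovarian lines, with none, every one of the 100 divisions gives at least as many (highest other 3), so the test cannot decide. For the 2 prostate lines, with 7, 6 divisions gave as many (highest other 17), so chance was not excluded.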

How the results depend on the processing

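Alternatives with SF-268 as deposited or left out, the median before the cutoff, wells below 10 cycles left out and 1 line per related pair were chosen after seeing the data. Of 294 values of the compared results under alternatives, 238 stayed on the same side of their threshold or within 1.5 times, and 54 counts or spreads moved further. The difference of SAMMSON in melanoma, its detection, the share of nearest neighbours of the same type (53.3% to 70%), the adjusted Rand index (0.0971 to 0.463), and the number of lncRNAs detected per line kept their side of the threshold or spread in every alternative that gave a value. The difference of SAMMSON could not be estimated with the filter in every cancer type or over all lines, or with undetected values left missing. For the 3 related line pairs, the median correlation (0.855 to 0.906) kept within its spread, but the lowest place among all pairs ran from 3 to 24.

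The 2 stricter filters tested fewer lncRNAs, and of the calls of named lncRNAs they still tested, 18 of 19 and 47 of 49 were kept. For the other alternatives the cause was not tested. With the filter in every cancer type (486 lncRNAs), 100 differed between types, with 59 in melanoma, 40 in leukemia, 19 in colon, 11 in renal, 7 in central nervous system, 1 in breast, 1 in non-small cell lung and 0 in prostate lines. With the filter over all lines (725 lncRNAs), 204 differed between types, with 40 in colon, 15 in renal, 14 in central nervous system and 1 in prostate lines. With undetected values left missing, 152 differed between types, with 76 in melanoma, 47 in leukemia, 31 in colon, 16 in renal, 17 in central nervous system, 0 in breast, 3 in non-small cell lung, 1 in ovarian and 1 in prostate lines. With a cutoff of 26 cycles there were 84 in melanoma, 55 in leukemia, 40 in colon, 20 in renal, 1 in ovarian and 12 in prostate lines. With a cutoff of 30 cycles there was 1 in breast and 1 in ovarian lines. With 2 of 3 wells there were 24 in renal and 0 in breast lines, and with the mean of the wells 8 in non-small cell lung. With no filter there were 5 in breast and 2 in ovarian lines. Normalization on lncRNAs detected in all lines gave 1 in breast and 2 in prostate lines. With the stretch of sample numbers as a covariate there were 41 in colon lines. Against all other lines pooled there were 25 in renal, 28 in central nervous system and 2 in non-small cell lung lines. With SF-268 as deposited there were 82 in central nervous system and 0 in breast lines, with the median before the cutoff 0 in breast, and with wells below 10 cycles left out 1 in ovarian lines. With 1 line per related pair, which leaves 57 lines and 5 of the central nervous system, there were 24 in central nervous system and 2 in ovarian lines. Leaving out 1 prostate line gave 1 to 11.

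The difference of MALAT1 between types did not pass with SF-268 as deposited (F = 1.24, permutation test, p = 0.21), and that of TUG1 passed with undetected values left missing (F = 2.39, permutation test, p = 0.043). The range of the wells in place of the SD was 1.58 cycles at 27 to 28 cycles, which is a different measure of spread.

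Of 110 calls of a named lncRNA in a type, 57 were kept in every alternative that tested them and 53 were lost at least once, 35 of 68 with undetected values left missing, 20 of 88 with a cutoff of 26 and 17 of 110 against pooled lines. Lnc-THBS4-1 in leukemia turned to 0.27 with undetected values left missing. No paired analysis was possible because each cell line was measured once and the cancer types share no replicate numbers. Values near 28 cycles rest on few wells, so differences between lines that are read late are the least certain.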

Differences from the paper's values

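The paper's number of lncRNAs kept by the 80% filter is 1109 and the number found here is 1128. With the processing used at the claims, none of the values set beside the paper's text or its Supplementary Table 2 differed by more than the limits used. The mean of SAMMSON over lines with a value is -0.13 in the paper's Supplementary Table 2, -0.013 here and 0.512 here with a cutoff of 30 cycles, which is beyond the limits. With cutoffs of 26 and 30 cycles or 2 of 3 wells, the number of lncRNAs kept was 795, 1260 and 989, within 1.5 times the paper's, and with the filter in every cancer type (486), over all 60 lines (725) or left out (1670) it was not. Taking the median before the cutoff, chosen after seeing the values, gave 1079.

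For SF-268, the deposited column and the paper's Supplementary Table 2 hold different values. Of 509 lncRNAs with a value in both, 1 matched within 0.001 cycle after a constant, and the correlation was -0.031. With the layout turned by 180 degrees, 786 of 786 matched, and 12 further values of the table fell on the 21 lncRNAs without a position. The paper names SAMMSON as melanoma-specific. Here it was detected in 8 of 9 melanoma lines and, late, in 4 of 51 other lines.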

Other observations

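Of 3 kidney and Muellerian lncRNAs, 1 passed in renal lines and none in ovarian lines over all lncRNAs tested. Adjusted over the list alone, 2 of 3 were higher in ovarian lines and 2 of 3 in renal lines. PAX8-AS1 was at a log2 difference of 2.54 in ovarian lines (SE 0.84, limma adjusted p = 0.26 over all lncRNAs) and 2.16 in renal lines (SE 0.79, adjusted p = 0.12). Lnc-CLDN16-1 was at 2.23 in ovarian lines (SE 0.63, adjusted p = 0.17), detected in 7 of 7, and in 0 of 6 leukemia lines. Lnc-HNF1B-3 was at 0.41 in ovarian and -0.29 in renal lines. In melanoma all 3 members were lower over the list alone. Of 4 HOX cluster lncRNAs tested, 1 passed in each of melanoma, leukemia, colon and renal lines and none in the other 5 types, with HOXA-AS2 higher in renal and lower in leukemia lines (-2.75, SE 0.67, limma adjusted p = 0.0032, a call lost with a cutoff of 26 cycles and with undetected values left missing), HOTTIP higher in colon and HAGLR, from the HOXD cluster, higher in melanoma (1.25, SE 0.29, limma adjusted p = 0.0018).

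The 2 prostate lines DU145 and PC-3 had 7 lncRNAs higher and 0 lower than the other types. Of 100 divisions of the lines, 6 gave as many (highest other 17), so chance was not excluded. LINC00261, a neighbour of the endoderm gene FOXA2, was at a log2 difference of 3.94 (SE 0.66, limma adjusted p = 1.9e-04), detected in both lines and in 11 of 58 others. Of 10 neural lncRNAs, lnc-FOXG1-5 at 3.55 and lnc-NOVA1-2 at 2.28 were higher (2 also over the list alone). None of these 3 passed without PC-3, and lnc-NOVA1-2 also did not pass without DU145, with a cutoff of 26 cycles or relative to the lncRNAs detected in all lines. Without PC-3, 1 lncRNA passed in all, and without DU145, 11 did, the remaining line then being assumed to vary like lines of the other types.

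LOXIMVI, looked at after its values were seen, differed from the other melanoma lines. Of the 10 lncRNAs with the largest increases in melanoma, 4 were detected in LOXIMVI, against 9 or 10 in each of the other 8 lines. Its mean correlation with the other melanoma lines was 0.727, the lowest of the 9, and its nearest line was the renal line 786-0, at 0.80. SAMMSON was detected in LOXIMVI, at -0.61. Several breast lines lay near lines of other types, with BT-549 and Hs-578T nearest to SF-268 (0.817 and 0.80) and MDA-MB-231 nearest to HOP-62 (0.816). The colon line HT29 and the ovarian line OVCAR-5 were each other's nearest line (0.805), and T-47D was nearest to HCT-15 (0.811).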
